A study of Saccharomyces cerevisiae with 18 samples. Its data were reported in "Dinucleosome specificity and allosteric switch of the ISW1a ATP-dependent chromatin remodeler in transcription regulation" (2020).

How the data were processed

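RNA was measured in 18 libraries of *Saccharomyces cerevisiae*, from 6 strains with 3 biological replicates each, grown in YPD. The labels describe a strand-specific paired-end mRNA protocol. The strains were wild type, *ioc3*Δ, *ioc3*Δ*cHLB* (Ioc3 with a truncated HLB domain), *yaf9*Δ, *ioc3*Δ *yaf9*Δ and *ioc3*Δ*cHLB yaf9*Δ. Groups and replicate numbers came from the sample labels.

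The authors mapped reads to sacCer3 with TopHat2 version 2.0.10 and Bowtie2 version 2.0, and counted reads per gene with HTSeq. The authors then deposited a signal per gene, computed with edgeR version 3.6.2: CPM, read counts scaled to the effective library size, that is, the read total multiplied by a normalization factor. The values were not on a log scale and replicates were not pooled. The deposited table held 5830 genes, and 4 further lines were emptied before this work and are not analysed here. Systematic names of 5634 genes matched the reference annotation and 196 did not. Coordinates are those of the reference annotation for the same build.

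In each library the deposited CPM values were whole multiples of the value of 1 read, within a tolerance of 0.01 reads, for 100% of genes. That step gave the number of reads behind each value. Totals ran from 5145170 to 10192972 reads per library, so that 1 read was worth 0.0854 to 0.2011 CPM. The effective library size was 0.887 to 1.148 times the read total. A value of 0 was read as an upper limit of 3 reads, or 0.256 to 0.603 CPM per library. Ratios that rest on 1 to 3 reads carry an exact 95% interval from the read counts. Such intervals and limits cover counting error only.

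Tests used limma version 3.58.1 in R version 4.3.3, with a mean-variance trend, on log2(CPM + 1). Genes with at least 1 CPM in at least 3 of the 18 libraries entered the test, which left 5786. One fit held all 18 libraries with a mean per strain, and 11 comparisons were drawn from it. P-values were adjusted by the Benjamini-Hochberg method within each comparison. A gene was called at an adjusted p under 0.1 and a change of at least 1.5-fold, the thresholds stated in the study's methods. Fold changes are on the log2(CPM + 1) scale, which understates the change of weakly expressed genes. All adjusted p-values for genes are from limma unless another tool is named.

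Genes to be named were set by rule. IOC3, YAF9, ISW1, HTZ1, HIS3, LEU2, LYS2, URA3, HSP12, HSP26, IMD2 and MET16 were always followed. For each of the 5 main comparisons, the 10 largest increases and 10 largest decreases were added among called genes that had a standard symbol, a mean of at least 5 CPM and no overlap between the strains' libraries. For the other comparisons the 5 largest each way were added, and for a list the 2 to 4 members that changed most. Genes named outside this rule are identified where they appear as chosen after their values were seen.

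Lists of genes with a shared function numbered 28, of which 27 had measured members; no member of the list of mitochondrially encoded genes was in the table. They covered the respiratory chain, ATP synthase, the TCA cycle, mitochondrial and cytosolic ribosomes, ribosome biogenesis, Msn2/4 stress genes, Hsf1 chaperones, trehalose and glycogen, glycolysis, hexose transport, glucose-repressed genes, purine and one-carbon synthesis, phosphate, sulfur and methionine, amino acid synthesis, nitrogen catabolite genes, iron, a-specific and alpha-specific genes, haploid mating, meiosis, histones, remodeler subunits, PAU genes, genes within 30000 bp of a chromosome end, and Ty elements. The lists for the respiratory chain, ATP synthase, TCA cycle, mitochondrial ribosome, glucose-repressed, purine, nitrogen, meiosis and Ty genes follow themes that the study itself named from these samples, so they are not independent evidence of direction. Each list was tested with limma's camera (preset correlation 0.01, two-sided, called at an adjusted p under 0.05), and again with a correlation estimated from the data and with fry.

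The comparisons, thresholds, gene lists, naming rule and most alternatives were fixed before the data were examined. The alternatives were pseudocounts of 0.25 and 5, no filter, median-of-ratios scaling, only the compared groups in the fit, array weights, the replicate number as a block, an adjusted p under 0.05, edgeR's quasi-likelihood test (version 4.0.16) and DESeq2 (version 1.42.0) on the recovered reads, and leaving out each library in turn. A surrogate variable from sva (version 3.50.0), and a fit without 2 libraries of low mitochondrial ribosome expression, were chosen after seeing the data. On the recovered reads, edgeR called 747 genes and DESeq2 called 738 for *ioc3*Δ against wild type.

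The labels give every strain replicates 1 to 3. Whether equal numbers marked paired cultures was checked from the correlation of their deviations from the strain means. Of 15 pairs of strains, 2 had every correlation over 0.1: wild type with *ioc3*Δ (0.206, 0.212 and 0.11) and *ioc3*Δ with *ioc3*Δ *yaf9*Δ (0.23, 0.602 and 0.572). For the first of these, which is compared here, the fit with the replicate block called 700 genes. Both enter the deletion interaction, where it called 549, of which 526 were among the 543 without the block.

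The procedure was tested on simulated reads with the mean levels, dispersions and depths of all 18 libraries. Each gene was drawn on its own, without the covariation of genes between the real libraries, so the rates below may not hold for them. In each of 10 draws, 200 of 5786 genes were changed in the simulated *ioc3*Δ. The procedure recovered 36.2% of genes changed 1.5-fold, 87.6% of those changed 2-fold and 97.1% of those changed 4-fold, all in the right direction. False calls had a mean of 6.8, 12 and 10.5. Each draw also held a set of 60 genes shifted 1.5-fold, which was called in 10 of 10 draws. Where that set alone was shifted, a mean of 2.3 false calls fell outside it. There, an unshifted set of 60 was called in 1 of 10 draws. Python version 3.11.15, NumPy version 2.4.6, pandas version 2.3.3 and Matplotlib version 3.10.9 prepared tables and figures.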

Results

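Poly(A) RNA was sequenced from 18 cultures of 6 yeast strains, with 3 independent cultures per strain. ISW1a is a chromatin remodeler made of the ATPase Isw1 and its partner Ioc3, whose HLB domain contacts linker DNA. The strains were wild type, *ioc3*Δ, which lacks ISW1a, and *ioc3*Δ*cHLB*, whose Ioc3 has a truncated HLB domain, each with or without *YAF9*. Yaf9 is a subunit of the NuA4 acetyltransferase and of the SWR1 remodeler. Libraries held 5145170 to 10192972 reads, and between 1 and 12 of the 5830 genes were at 0 in a library. No replicates of a strain agreed within counting noise, with a chi-square per degree of freedom of 2.74 to 55.7. Replicates of *yaf9*Δ were the closest to each other, with a median SD of 0.08 log2 units per gene against 0.15 to 0.19 in the other strains. Changes below are log2 fold changes ± SE from limma with 3 libraries per strain, and levels are mean CPM ± SD (n = 3). Chance alone leaves 10% of genes with no overlap between 3 and 3 libraries. Over all tested genes, the share was 37.3% for *ioc3*Δ, 9.1% for *ioc3*Δ*cHLB* and 40.3% for *yaf9*Δ against wild type. Against *yaf9*Δ it was 42.8% for *ioc3*Δ *yaf9*Δ and 31.9% for *ioc3*Δ*cHLB yaf9*Δ. Called genes were selected on the same libraries, so their counts without overlap are no separate support.

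The altered genes were examined first. *IOC3* (YFR013W, sacCer3 chromosome VI, 169922 to 172285, plus strand) stood at 60.2 ± 2.1 CPM in wild type. In *ioc3*Δ it had 2 reads over 3 libraries against 1426 in wild type, which is 792-fold lower (95% interval 219 to 6540). In *ioc3*Δ *yaf9*Δ it had 1 read against 1169 in *yaf9*Δ, 1080-fold lower (193 to 42500). The truncated allele was at 65.0 ± 5.5 CPM in *ioc3*Δ*cHLB* and 43.0 ± 5.7 CPM in *ioc3*Δ*cHLB yaf9*Δ, beside 49.0 ± 1.9 CPM in *yaf9*Δ. *YAF9* (YNL107W, chromosome XIV, 420098 to 420778) fell from 33.8 ± 3.5 CPM in wild type to 3 reads over 3 libraries of *yaf9*Δ, 269-fold lower (91.8 to 1310). It had 0 reads in both double mutants, which is at least 81.4-fold lower in *ioc3*Δ *yaf9*Δ and at least 66.3-fold lower in *ioc3*Δ*cHLB yaf9*Δ, against the mean limit of 3 reads per library. *ISW1* stayed between 92.3 and 107.8 CPM, and the gene for the SWR1 substrate H2A.Z, *HTZ1*, between 105.0 and 137.5 CPM, as strain means. Neither was called in any of the 11 comparisons.

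**Figure D1:**
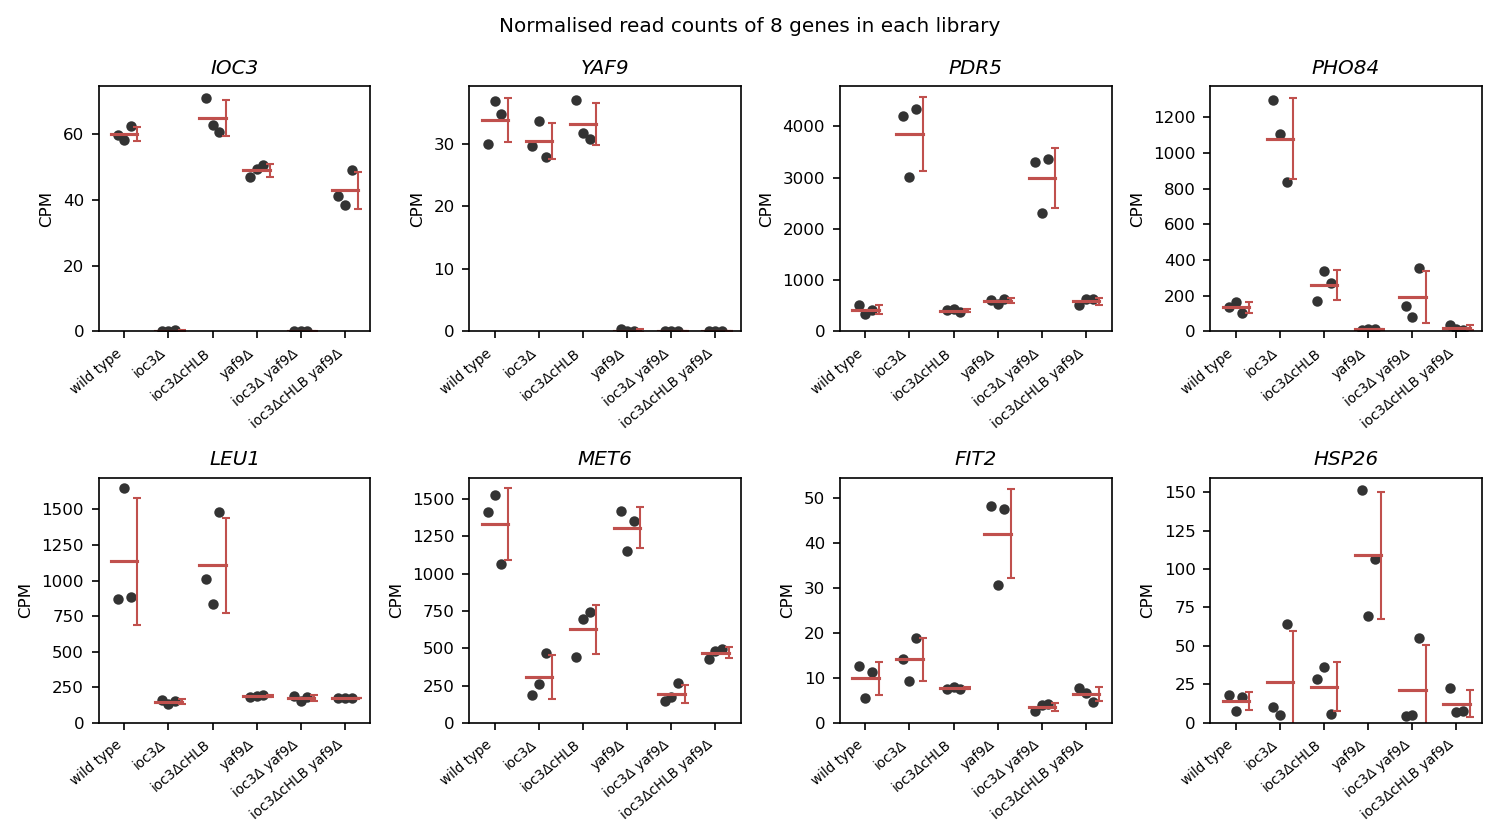
CPM of 8 genes in each library, with a bar for the strain mean and a line for 1 SD (n = 3). *IOC3* and *YAF9* were near 0 in the strains that lack them, and *PDR5* was high in both strains without *IOC3*.

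The first comparison asked what loss of Ioc3 does when Yaf9 is present. In *ioc3*Δ, the exporter genes *PDR5*, *RSB1* and *PDR15* and most phosphate genes rose, and *LEU1* and *MET6* fell. *PDR5*, the main multidrug exporter, reached 3851 ± 723 CPM against 425 ± 88 in wild type, a change of 3.18 ± 0.18 (adjusted p = 7.88e-09). *RSB1*, which exports long-chain bases, rose by 4.16 ± 0.32, from 1.72 to 45.5 CPM, and the transporter gene *PDR15* by 2.69 ± 0.21. The high-affinity phosphate transporter *PHO84* rose from 136 ± 31 to 1081 ± 229 CPM (2.99 ± 0.46, adjusted p = 0.000554). *SPL2*, a negative regulator of low-affinity phosphate transport, rose by 3.20 ± 0.30, and the acid phosphatases *PHO5* and *PHO12* by 2.82 ± 0.29 and 2.36 ± 0.27. Reads of *PHO12* may be shared with its near-identical copy *PHO11*. *PRM2*, a pheromone-regulated membrane protein gene, rose from 1.68 to 21.3 CPM, and *CIS1* and the ER-phagy receptor gene *ATG40* by 2.33 ± 0.29 and 2.29 ± 0.17. Among genes of branched-chain amino acid synthesis, *LEU1*, isopropylmalate isomerase, dropped from 1135 ± 445 to 150 ± 16 CPM (−2.85 ± 0.21, adjusted p = 3.56e-07), the mitochondrial carrier gene *OAC1* changed by −2.87 ± 0.22, and the transaminase gene *BAT1* by −2.14 ± 0.18. Methionine synthase *MET6* went from 1334 ± 239 to 306 ± 147 CPM (−2.21 ± 0.28). The ATP synthase inhibitor *INH1* changed by −1.81 ± 0.26, *ARO10*, a decarboxylase of amino acid breakdown, by −2.31 ± 0.26, the hexose transporter gene *HXT2* by −1.68 ± 0.28 and the acetaldehyde dehydrogenase gene *ALD6* by −1.57 ± 0.34. Changes of the hexose transporter *HXT4* (−2.32 ± 0.50) and of *ARG1* (−2.20 ± 0.63), for arginine synthesis, shrank to −1.73 and −1.20 without wild-type replicate 2. In all, 703 genes were called, 523 higher and 180 lower, and 665 of them had no overlap between the strains. *LEU2* was called (−0.89 ± 0.27, adjusted p = 0.0314) but not without wild-type replicate 2 (adjusted p = 0.139) or *ioc3*Δ replicate 2 (0.131). *MET16* (−0.39 ± 0.14, adjusted p = 0.0588), *IMD2* (−0.71 ± 0.37, 0.188), *HSP12* (−0.54 ± 1.70, 0.866; −2.42 to 1.03 without 1 library) and *HSP26* (0.20 ± 0.91, 0.908; −0.80 to 0.94) were not called, although *IMD2* was with array weights (0.0459), a surrogate variable (0.0454) or only the compared groups in the fit (0.027).

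**Figure D2:**
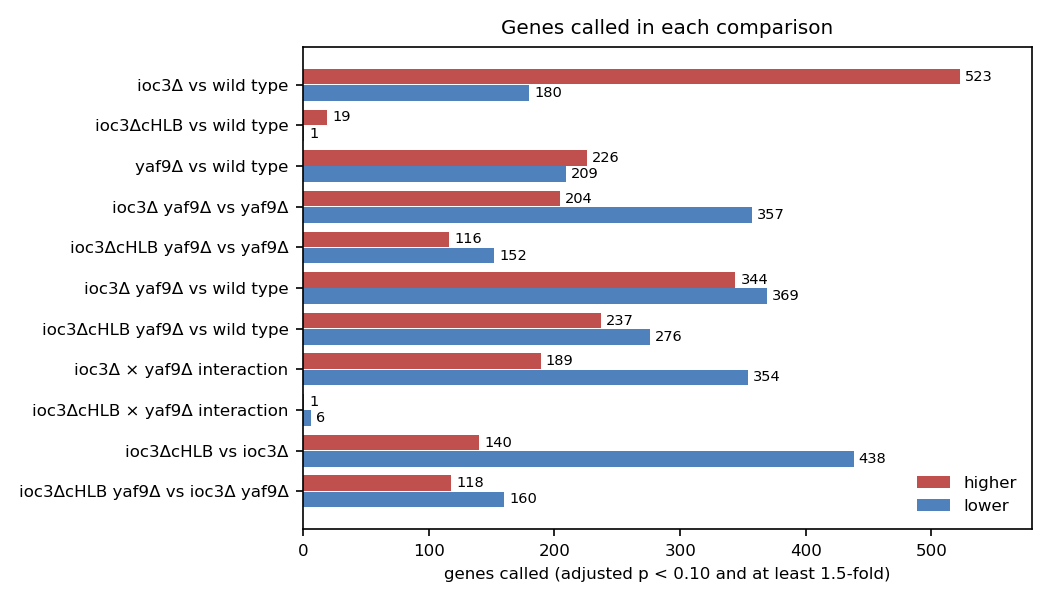
Number of genes called higher and lower in each comparison at an adjusted p under 0.1 and at least 1.5-fold. *ioc3*Δ had 703 called genes against wild type and *ioc3*Δ*cHLB* had 20.

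Genes for the mitochondrial ribosome rose together in *ioc3*Δ. Of 72, 64 were called higher, and 65 when adjusted over the list alone. Their median change was 0.83, led by *MRPL28* (1.21 ± 0.25), *MRPL32* (1.20 ± 0.24) and *MRPL4* (1.11 ± 0.21), with a camera adjusted p of 5.21e-21, or 0.303 with an estimated correlation. Without wild-type replicate 2, the median was 0.48 and 19 members were called. Phosphate genes had 12 of 15 members higher (12 over the list alone) at a median of 1.47 (adjusted p = 4.71e-14, 0.0536 with an estimated correlation). Some nuclear genes for respiration went the other way. The respiratory chain had 12 of 24 members lower (12 over the list alone, 7 without wild-type replicate 2), among them *QCR7*, *QCR6* and *QCR10* of complex III at −1.07 ± 0.21, −1.05 ± 0.16 and −1.04 ± 0.21. ATP synthase had 9 of 16 lower (over the list alone, 9 lower and 1 higher), including *ATP7* (−0.79 ± 0.12), and both lists had an adjusted p of 2.88e-09, or 0.268 and 0.218 with an estimated correlation. These 3 mitochondrial lists, and those for the TCA cycle and for glucose-repressed, purine, nitrogen, meiosis and Ty genes, follow themes the study drew from these samples and are not independent evidence of direction. In the TCA cycle the genes *IDH2* (1.70 ± 0.25), *IDH1* (1.49 ± 0.27) and *ACO1* (1.46 ± 0.29) rose, although the list of 11 was not called (adjusted p = 0.101) except without wild-type replicate 2 (0.0153).

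Further lists were tested in the same strain. Ribosome biogenesis had 10 of 55 members lower, the same number adjusted over the list alone and 20 without wild-type replicate 2. Its median was −0.50, led by *SDA1* (−0.80 ± 0.15) and *SSF1* (−0.74 ± 0.19), with an adjusted p of 3.2e-20, or 0.238 with an estimated correlation. None of 137 cytosolic ribosome genes was called by limma at 1.5-fold, alone or over all genes, yet the median was −0.30 (4.28e-18, 0.349 with an estimated correlation). Amino acid synthesis had 14 of 44 genes lower by either count, with *ARG3* at −1.56 ± 0.40 (list adjusted p = 1.66e-09, 0.244 with an estimated correlation). Sulfur and methionine genes had 9 of 23 lower and 1 higher by either count, including the AdoMet synthetase *SAM2* (−1.28 ± 0.29), at 0.000143, or 0.268 with an estimated correlation. Their median of −0.53 was −0.34 without wild-type replicate 2. Glucose-repressed genes had 12 of 26 higher by either count, led by *GAL7* (1.71 ± 0.20), the lactate transporter *JEN1* (1.62 ± 0.24) and the activator *CAT8* (1.41 ± 0.15), at 2.65e-05, or 0.162 with an estimated correlation. Glycolysis had 8 of 19 higher by either count, led by *TDH1* (2.17 ± 0.53) and *ENO1* (1.77 ± 0.25), at 7.09e-05, or 0.349 with an estimated correlation. Its median of 0.54 was 0.34 without wild-type replicate 2. Nitrogen catabolite genes had 8 of 24 higher by either count, with the GATA repressor *DAL80* at 2.17 ± 0.27 (0.00332, 0.238 with an estimated correlation). Meiosis genes had 9 of 23 higher by either count, with *SPR3* at 1.53 ± 0.23 and *NDT80* at 1.26 ± 0.20 (0.000415, 0.0536 with an estimated correlation). Genes within 30000 bp of a chromosome end had 52 of 269 higher and 6 lower by either count, *PHO89* (2.07 ± 0.27) among them (0.000143, 0.238 with an estimated correlation). Hexose transporters had 3 of 14 higher, among them *HXT9* (1.79 ± 0.25), and 2 lower, and Hsf1 chaperones had 1 of 22 higher, *HSP60* (0.92 ± 0.29); neither list was called (0.301 and 0.881). Of 18 lists called here by camera, 0 were called with an estimated correlation, and fry called 16 lists.

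**Figure D3:**
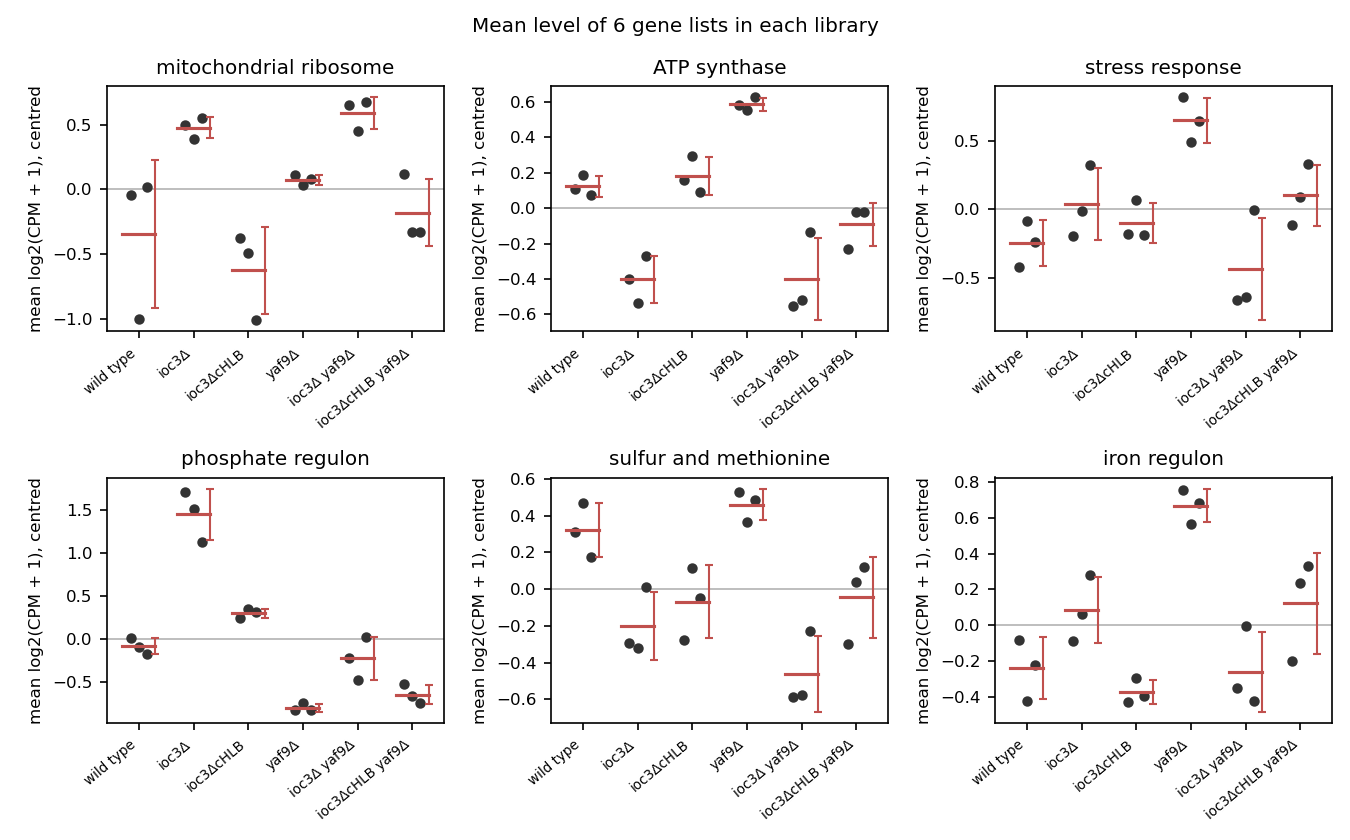
Mean log2 level of 6 gene lists in each library, centred on the mean of all libraries, with a bar for the strain mean. Mitochondrial ribosome genes were low in wild-type replicate 2, and phosphate genes were highest in *ioc3*Δ.

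The next comparison asked whether shortening the HLB domain, with ISW1a still present, has the same effect. In *ioc3*Δ*cHLB* few genes were called. *PRM2* rose from 1.68 ± 0.68 to 15.6 ± 1.8 CPM (2.66 ± 0.27, adjusted p = 0.000165). *INA1*, a plasma membrane protein gene, rose from 169 ± 46 to 762 ± 282 CPM (2.14 ± 0.39, adjusted p = 0.0264). The pectinase gene *PGU1* (1.48 ± 0.22), the pulcherrimin transporter *PUL3* (1.36 ± 0.20), the pheromone-regulated *PRM9* (1.26 ± 0.17) and the membrane transporter gene *AMF1* (1.19 ± 0.19) rose as well, from 1.82 to 5.21 CPM in wild type. These 4 genes and *PRM2* were called without any 1 of the 6 libraries. In a fit of only the compared groups, *PRM2* was the one named gene to keep its call here, and the others, *INA1* and *PGU1* included, had an adjusted p of 0.101 to 0.32. Without wild-type 2 and *ioc3*Δ*cHLB* 3, the calls of *AMF1*, *BOP2*, *MEI4* and *MXR1* were lost (0.137 to 0.342). *MXR1* lost its call with edgeR (0.112) and array weights (0.166) as well, *DAL80* with array weights (0.245), and *BOP2* and *MEI4* with a pseudocount of 5 (0.53 each, short of 1.5-fold). *DAL80* rose by 1.46 ± 0.27, the GATA factor gene *GAT2* by 1.26 ± 0.27, *BOP2* by 1.01 ± 0.21 and the meiotic recombination gene *MEI4* by 0.88 ± 0.17, while the methionine sulfoxide reductase *MXR1* changed by −0.96 ± 0.21. Without 1 library, *INA1* lost its call for wild-type replicate 1 or 3 or mutant replicate 2 or 3 (adjusted p 0.102 to 0.161), and *DAL80* for wild-type 1 or mutant 1 or 3 (0.1 to 0.129). *GAT2* and *MXR1* lost theirs for wild-type 1 or 3 or mutant 1 or 3 (0.161 to 0.326), *BOP2* for any but mutant 1 (0.102 to 0.209) and *MEI4* for any but wild-type 2 (0.113 to 0.219). Limma called 20 genes, 19 higher and 1 lower, all with no overlap between the strains, and 330 genes had an unadjusted p under 0.05. The count was 9 without wild-type replicate 1, 74 without wild-type 2 (38 higher and 36 lower), 10 without wild-type 3, 13 without mutant 2 and 8 without mutant 3. *MET6* was not called (−1.11 ± 0.28, adjusted p = 0.168), nor were *HSP12* (−1.53 ± 1.70; −3.42 to −0.24 without 1 library), *HSP26* (0.43 ± 0.91; −0.04 to 1.20), *IMD2* (0.17 ± 0.37) and *MET16* (−0.27 ± 0.14), at 0.97 to 0.999.

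Among lists in *ioc3*Δ*cHLB*, meiosis genes rose by a median of 0.27, with 1 of 23 called, *HOP1* (0.83 ± 0.16), and 6 adjusted over the list alone (camera adjusted p = 1.75e-07, 0.00225 with an estimated correlation). Glucose-repressed genes rose by a median of 0.31, with *CAT8* called (0.84 ± 0.15) and 4 genes over the list alone (1.75e-07, 0.0464 with an estimated correlation). The alpha-specific list, of 4 genes, was carried by the a-factor receptor gene *STE3* (1.83 ± 0.29, the only member called by either count; 0.000546, 0.0464 with an estimated correlation). These 3 lists were the ones of 12 that were also called with an estimated correlation, and fry called 3 lists. Phosphate genes had 1 of 15 higher, *PHO89* (1.36 ± 0.27), and 3 over the list alone (3.29e-06, 0.19 with an estimated correlation). Sulfur and methionine genes had 0 of 23 called by limma but 5 lower over the list alone, at a median of −0.34 (1.54e-08, 0.15 with an estimated correlation) that was −0.17 without wild-type replicate 2. Mitochondrial ribosome genes had a median of −0.29 with 0 called by either count (2.94e-13, 0.572 with an estimated correlation), and without wild-type replicate 2 it was −0.62 with 21 called lower.

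Genes called in both mutants were counted to ask whether the truncation acts on targets of the deletion. Of the 20 genes called in *ioc3*Δ*cHLB*, 19 were called the same way in *ioc3*Δ (95%), 18 higher and *MXR1* lower, with *GAT2* as the exception. Independent lists of these sizes would share 1.72 higher and 0.0311 lower genes. The shared count was 9 without wild-type replicate 1, 37 without wild-type 2, 10 without wild-type 3, and 12 and 8 without *ioc3*Δ*cHLB* replicates 2 and 3. Across all genes the fold changes had a covariance of 0.0352 and a correlation of 0.352. For comparison, unchanged groups with a shared control group were simulated by shuffling the residuals of all 18 libraries among the strains. Covariance there had a mean of 0.0214 and a maximum of 0.0752, a range that held the real value, and the mean correlation was 0.488. The shuffle did not keep the wild-type libraries as the control. Part of any likeness may come from the shared wild-type libraries. The direct comparison showed where the mutants differed, with 578 genes called, 140 higher and 438 lower in *ioc3*Δ*cHLB* than in *ioc3*Δ. *LEU1* (2.84 ± 0.21), *OAC1* (2.72 ± 0.22), *HXT4* (2.65 ± 0.50) and *ARG1* (2.47 ± 0.63) were higher in the truncation mutant. *RSB1* (−3.35 ± 0.32), *PDR5* (−3.22 ± 0.18), *CIS1* (−2.72 ± 0.29), *SPL2* (−2.60 ± 0.30) and *PDR15* (−2.35 ± 0.21) were lower, as were 71 of 72 mitochondrial ribosome genes by either count (median −1.11, adjusted p = 9.89e-38, 0.361 with an estimated correlation). The *HXT4* difference was 2.04 without *ioc3*Δ*cHLB* replicate 3 and that of *ARG1* 3.10 without replicate 2. The cell wall gene *TIR1* (2.70 ± 0.95) lost its call without *ioc3*Δ replicate 1, 2 or 3 or *ioc3*Δ*cHLB* replicate 3 (adjusted p 0.119 to 0.267), and was at 1.57 without the last.

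**Figure D4:**
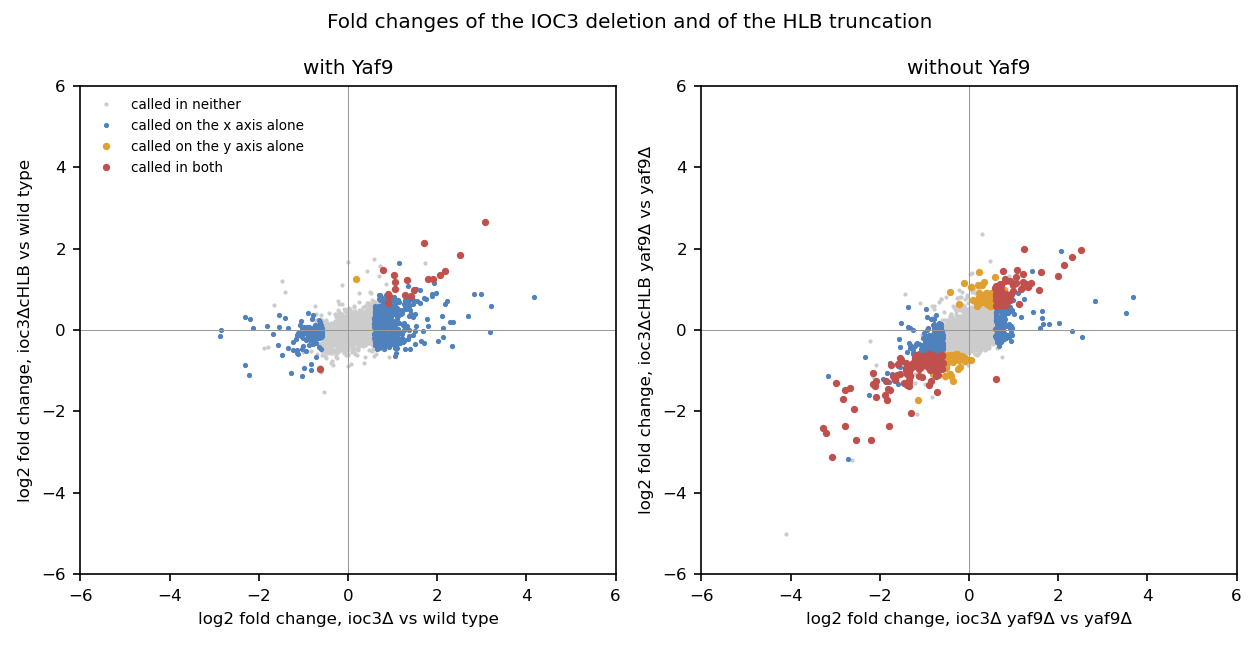
Log2 fold change of each gene on deletion of *IOC3* (horizontal) and on HLB truncation (vertical), with *YAF9* present (left) and in *yaf9*Δ (right). Of the genes called for the truncation, 19 of 20 on the left and 178 of 268 on the right were called the same way for the deletion.

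Loss of Yaf9 alone set the background for both double mutants. In *yaf9*Δ, some stress genes and most iron genes on the list rose. *HSP26*, a small heat shock protein gene, rose from 14.2 ± 5.7 to 109 ± 41 CPM (2.87 ± 0.91, adjusted p = 0.0533), and the stress gene *DDR2* from 5.43 to 39.5 CPM (2.64 ± 0.37). *FIT2*, a cell wall protein that retains siderophores, rose from 9.91 ± 3.76 to 42.1 CPM (2.02 ± 0.28), and the siderophore transporter *SIT1* by 1.92 ± 0.44. Increases were also found for the TORC1-linked gene *EGO4* (2.37 ± 0.59), the ornithine transaminase *CAR2* (2.12 ± 0.31), glyceraldehyde-3-phosphate dehydrogenase *TDH1* (2.04 ± 0.53), the glutamate decarboxylase *GAD1* (1.96 ± 0.36), glycogen phosphorylase *GPH1* (1.96 ± 0.52) and catalase *CTT1* (1.92 ± 0.36). *PHO84* fell from 136 to 13.4 ± 2.9 CPM (−3.24 ± 0.46, adjusted p = 0.000452), opposite to its rise in *ioc3*Δ. *LEU1* fell to 189 ± 7 CPM (−2.52 ± 0.21, adjusted p = 2.52e-06), with *OAC1* at −1.94 ± 0.22 and *BAT1* at −1.58 ± 0.18. Other decreases were in *MST28* (−2.34 ± 0.14) and *PRM9* (−1.77 ± 0.17), which have close relatives in the genome, the spore gene *SSP1* (−2.19 ± 0.23), the a-factor barrier gene *AFB1* (−1.66 ± 0.20), *COX26* (−1.75 ± 0.59) and the amino acid permease *GAP1* (−1.60 ± 0.59). *COX26* lost its call without any 1 library but wild-type 1 (adjusted p 0.117 to 0.237), and *GAP1* without any 1 of the 6 (0.116 to 0.223). Both lost theirs without the 2 low libraries, wild-type 2 and *ioc3*Δ*cHLB* 3 (0.186 and 0.204), as did *COX26* with a pseudocount of 5 (0.14) and *GAP1* with the replicate block (0.102). That of *HSP26* was lost without wild-type 2 or 3 or *yaf9*Δ 1 or 3 (0.105 to 0.175) or the 2 low libraries (0.124), and those of *TDH1* and *GPH1* without *yaf9*Δ 1 (0.103 and 0.102). *HSP12*, another small heat shock gene, stood at 1204 ± 200 CPM against 267 ± 232 but was not called (3.49 ± 1.70, adjusted p = 0.205), and its change ran from 1.60 without wild-type 2 to 4.53 without wild-type 1. *MET16* (0.02 ± 0.14), *IMD2* (−0.09 ± 0.37), *URA3* (−0.44 ± 0.14) and *LEU2* (−0.53 ± 0.27) were not called, although *URA3* was without wild-type 1 (adjusted p = 0.0194). In all, 435 genes were called, 226 higher and 209 lower, of which 430 had no overlap, and the count was 267 without *yaf9*Δ replicate 1.

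Gene lists were tested in *yaf9*Δ as well. Msn2/4 stress genes had 16 of 36 members higher and 19 over the list alone, at a median of 0.75 (adjusted p = 2.11e-09, 0.328 with an estimated correlation). Iron genes had 14 of 20 higher by either count, among them the ferroxidase *FET3* (1.75 ± 0.31) and *TIS11* (1.65 ± 0.40), at a median of 1.01 (4.49e-09, 0.328 with an estimated correlation). Phosphate genes had 7 of 15 lower and 8 over the list alone, with *PHM6* at −1.39 ± 0.20 and *PHO11* at −1.19 ± 0.30 (3.02e-05, 0.328 with an estimated correlation). ATP synthase had 2 of 16 higher and 3 over the list alone, *STF1* (1.15 ± 0.40) and *ATP15* (0.76 ± 0.18) being called (5.02e-08, 0.328 with an estimated correlation). The a-specific genes *AGA2* (0.84 ± 0.20) and *MFA2* (0.66 ± 0.13) were higher, 2 of 7 by either count (0.00837, 0.328 with an estimated correlation). Among remodeler subunits, the NuA4 gene *EPL1* rose (1.09 ± 0.11), as did *SWR1* (0.68 ± 0.17), and the NuA4 gene *EAF3* fell (−0.68 ± 0.10), with no shift of the 27 genes as a list (0.998). PAU genes had *DAN1* higher (1.21 ± 0.39) and *PAU12* lower (−0.75 ± 0.23) of 14, and that list was not called (0.827). Mitochondrial ribosome genes had 9 of 72 higher and 11 over the list alone, at a median of 0.41 (2e-09, 0.705 with an estimated correlation), but 0 by limma at a median of 0.07 without wild-type replicate 2 (adjusted p = 0.0675). Of 8 lists called by camera, 0 were called with an estimated correlation, and fry called 5 lists.

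The remaining comparisons asked what ISW1a does when Yaf9 is absent. Against *yaf9*Δ, *ioc3*Δ *yaf9*Δ again had high *PDR5*, *RSB1* and *PHO84*. *PDR5* reached 2992 ± 588 CPM against 596 ± 50 (2.31 ± 0.18, adjusted p = 1.1e-06), *RSB1* rose by 3.68 ± 0.32, and *PHO84* went from 13.4 ± 2.9 to 195 ± 145 CPM (3.52 ± 0.46, adjusted p = 0.000124). *INA1* (2.51 ± 0.39), the fatty acyl-CoA synthetase *FAA4* (2.30 ± 0.41), the stress-induced gene *OSI1* (2.83 ± 0.32), *CIS1* (2.54 ± 0.29), *PRM2* (2.14 ± 0.27), *ATG40* (2.03 ± 0.17) and the cell wall gene *TIP1* (2.06 ± 0.78) rose too. Some genes that were high in *yaf9*Δ fell. *FIT2* dropped from 42.1 to 3.61 ± 0.89 CPM (−3.22 ± 0.28), and changes were −3.27 ± 0.59 for *EGO4*, −3.15 ± 0.52 for *GPH1*, −2.77 ± 0.37 for *DDR2* and −3.07 ± 0.91 for *HSP26* (adjusted p = 0.0346). *INH1* (−2.99 ± 0.26), *ARO10* (−2.82 ± 0.26), *ALD6* (−2.68 ± 0.34), *BSC1* (−2.71 ± 1.07) and *MET6* (−2.78 ± 0.28) fell as well, the last from 1310 ± 139 to 195 ± 62 CPM. *MET16*, for sulfate assimilation, changed from 24.7 ± 2.5 to 13.9 ± 0.7 CPM (−0.79 ± 0.14, adjusted p = 0.00147). *HSP12* was not called (161 ± 221 against 1204 ± 200 CPM, −4.10 ± 1.70, adjusted p = 0.115), but it was with a pseudocount of 5 (0.0975), the replicate block (0.0821), a surrogate variable (0.0318), only the compared groups (0.0177) or array weights (0.000168), and without double-mutant replicate 3 (−5.40, 0.0546), whose omission also moved *HSP26* to −4.15 and *EGO4* to −3.91. *HSP26* lost its call without *yaf9*Δ replicate 1 (adjusted p = 0.125) or double-mutant replicate 1 (0.164) or 2 (0.129). *TIP1*, *BSC1* and *LEU2* (−0.81 ± 0.27) lost theirs without any library but double-mutant replicate 3 (0.111 to 0.318), and *BSC1* was at −1.95 without replicate 2. *BSC1* also lost its call with median-of-ratios scaling (0.101), a pseudocount of 0.25 (0.104), edgeR (0.139) and DESeq2 (0.14), and *TIP1* with the replicate block (0.102). *IMD2* was not called (−0.27 ± 0.37, 0.67). In all, 561 genes were called, 204 higher and 357 lower, of which 548 had no overlap, and 320 were called without double-mutant replicate 1.

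In the same comparison, several lists had members that fell. The respiratory chain had 21 of 24 members lower and 22 over the list alone, led by *QCR10* (−1.75 ± 0.21), *COX4* (−1.59 ± 0.20) and *COX8* (−1.40 ± 0.13), at a median of −0.98 (adjusted p = 7.06e-19, 0.128 with an estimated correlation). ATP synthase had 13 of 16 lower by either count, *ATP2* (−1.25 ± 0.16) among them (2.91e-17, 0.128 with an estimated correlation). Stress genes had 23 of 36 lower and 24 over the list alone (1.61e-10, 0.135 with an estimated correlation). Iron genes had 12 of 20 lower and 14 over the list alone, including the reductase *FRE4* (−1.92 ± 0.41) and *FET3* (−1.54 ± 0.31), at 1.9e-08, or 0.128 with an estimated correlation. Sulfur and methionine genes had 15 of 23 lower and 16 over the list alone, including *MET17* (−2.10 ± 0.42), *MET3* (−1.81 ± 0.23) and *SAM2* (−1.72 ± 0.29), at 3.2e-10, or 0.128 with an estimated correlation. Purine and one-carbon genes had 3 of 19 lower, 4 over the list alone and 5 without double-mutant replicate 3. They were *SHM2* (−1.41 ± 0.25), *GCV2* (−1.33 ± 0.36) and *GCV1* (−0.73 ± 0.28), at 0.00115, or 0.181 with an estimated correlation. Trehalose and glycogen genes had 4 of 15 lower by either count, *UGP1* (−0.81 ± 0.31) among them, with no call of the list (0.0722) except without double-mutant replicate 2 (0.0414). Haploid mating genes had *PRM2* higher and *FIG2* (−0.70 ± 0.18) lower of 21, with no call of the list (0.902). Mitochondrial ribosome genes rose, 19 of 72 and 24 over the list alone, with *MRP20* at 0.89 ± 0.15 (7.69e-13, 0.548 with an estimated correlation), and 8 were called without double-mutant replicate 3. Of 14 lists called by camera, 0 were called with an estimated correlation, and fry called 9 lists.

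In *ioc3*Δ*cHLB yaf9*Δ against *yaf9*Δ, *FIT2*, *DDR2* and *HSP26* fell again, and *NDJ1* and *HOP1* rose. *FIT2* dropped to 6.40 ± 1.61 CPM (−2.54 ± 0.28, adjusted p = 0.000233), and changes were −2.36 ± 0.37 for *DDR2*, −3.12 ± 0.91 for *HSP26* and −2.42 ± 0.59 for *EGO4*. The cell wall gene *HPF1* (−2.69 ± 0.41), the glutathione transferase *GTT1* (−2.37 ± 0.52), the G-protein regulator *RGS2* (−2.03 ± 0.35), *MSC1* (−1.94 ± 0.30), *GPG1* (−1.71 ± 0.46) and the mitochondrial regulator *NCA3* (−1.71 ± 0.47) fell as well. The telomere-bouquet gene *NDJ1* rose from 6.25 ± 0.96 to 28.5 ± 7.7 CPM (adjusted p = 0.00131) and the meiotic chromosome gene *HOP1* by 1.37 ± 0.16. *INA1* (1.97 ± 0.39), *FAA4* (1.81 ± 0.41), *PRM2* (1.60 ± 0.27), *PRM9* (1.42 ± 0.17), the ribonucleotide reductase gene *RNR3* (1.46 ± 0.28), the disaggregase *HSP104* (1.42 ± 0.42), *DPI8* (1.33 ± 0.44) and the flocculin *FLO11* (1.30 ± 0.38) also rose. *MET16* was at 15.2 ± 1.2 CPM (−0.67 ± 0.14, adjusted p = 0.0108), or −0.56 and not called with a pseudocount of 5. *HSP12* was at 49.6 ± 50.8 CPM (−5.03 ± 1.70, adjusted p = 0.105) and *IMD2* at 772 ± 333 CPM (0.78 ± 0.37, 0.249). Neither was called, but both were without double-mutant replicate 1, at adjusted p of 0.0633 and 0.0368 (−5.81 and 1.21). *HSP12* was also called with a pseudocount of 5 (0.0886), the replicate block (0.0745), a surrogate variable (0.0367), DESeq2 (0.0354), only the compared groups (0.00593) or array weights (1.12e-05), and *IMD2* with DESeq2 (0.0904) or array weights (5.88e-06). *HSP26* and *HSP104* lost their calls without any library but double-mutant replicate 1 (0.107 to 0.217), and so did *DPI8*, *GPG1* and *NCA3* (0.103 to 0.324), with *NCA3* at −2.37 without that replicate. *DPI8* lost its call with a pseudocount of 0.25 (0.102) or only the compared groups (0.112) too, and *NCA3* with DESeq2 (0.1). *FLO11* lost its call without any library but double-mutant replicate 2 (0.118 to 0.217), and *EGO4* without *yaf9*Δ replicate 1 (0.128) or double-mutant replicate 2 (0.111). In all, 268 genes were called, 116 higher and 152 lower, of which 264 had no overlap. The count was 144 without *yaf9*Δ replicate 1, 152 without *yaf9*Δ replicate 3 and 462 without double-mutant replicate 1.

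The same lists were tested in *ioc3*Δ*cHLB yaf9*Δ. The respiratory chain had 11 of 24 members lower by either count, led by *QCR10* (−0.85 ± 0.21) and *COX4* (−0.83 ± 0.20), at a median of −0.56 (adjusted p = 5.32e-14, 0.295 with an estimated correlation). ATP synthase had 10 of 16 lower by either count, with *ATP19* at −0.90 ± 0.15 (2.12e-16, 0.0773 with an estimated correlation). Without double-mutant replicate 1, both lists had 6 members called. Ty elements had 11 of 33 higher and 13 over the list alone, at a median of 0.43 (6.75e-11, 0.143 with an estimated correlation), though reads of these near-identical copies cannot be assigned to one element with certainty. Meiosis genes had 3 of 23 higher and 5 over the list alone, *DIT1* (1.13 ± 0.23) among them (0.000149, 0.0313 with an estimated correlation). Sulfur and methionine genes had 8 of 23 lower by either count, with *MET6* at −1.48 ± 0.28 and *MET3* at −1.44 ± 0.23 (1.11e-05, 0.343 with an estimated correlation), at a median of −0.37 that was −0.13 without double-mutant replicate 1. Msn2/4 stress genes had 11 of 36 lower and 2 higher, and 17 and 6 over the list alone (median −0.53, adjusted p = 0.000216, 0.414 with an estimated correlation), and iron genes had 6 of 20 lower and 8 over the list alone (median −0.52, 0.000193, 0.394). Neither list was called without double-mutant replicate 1 (0.0635 and 0.0857), where the iron median was −0.27. Histone genes were shifted by a median of 0.34 with 0 of 11 called by limma, by either count (0.000393, 0.394 with an estimated correlation). Mitochondrial ribosome genes had 0 called by limma by either count, at a median of −0.25 (8.47e-05, 0.67 with an estimated correlation), while without double-mutant replicate 1 the median was −0.40 with 3 called lower. Of 15 lists called by camera, meiosis alone was also called with an estimated correlation, and fry called 6 lists.

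The deletion and the truncation changed many of the same genes in the *yaf9*Δ background. They shared 178 genes called the same way, 66 higher and 112 lower, or 66.4% of those called for the truncation, with 1 gene called in opposite directions. *FIT2*, *DDR2*, *HSP26*, *EGO4*, *MET6* and *MET16* were among those that fell in both, and *INA1*, *FAA4*, *PRM2* and *HOP1* among those that rose. Independent lists would share 4.09 higher and 9.38 lower genes. Fold changes had a covariance of 0.103. Unchanged groups from the same shuffle of residuals over all 18 libraries had a mean of 0.0191 and a maximum of 0.0876. The correlation was 0.65 against a mean of 0.44 from the shuffle. Replicates of *yaf9*Δ, the shared control here, varied less than those of the other strains, and the shuffle did not keep that difference. Part of the likeness may come from these shared libraries, in which *FIT2*, *DDR2*, *HSP26* and *EGO4* were called higher than in wild type. The shared count was 100 without *yaf9*Δ replicate 1 and 98 without replicate 3. A direct comparison of the double mutants called 278 genes, 118 higher and 160 lower with the truncation than with the deletion. *PHO84* (−3.10 ± 0.46), *RSB1* (−2.87 ± 0.32), *CIS1* (−2.70 ± 0.29), *PDR5* (−2.32 ± 0.18) and *OSI1* (−2.12 ± 0.32) were lower with the truncation, and *HXT2* (1.69 ± 0.28) was higher. Mitochondrial ribosome genes were lower too, 59 of 72 called and 67 over the list alone (median −0.77, adjusted p = 3.7e-32, 0.438 with an estimated correlation), or 33 without *ioc3*Δ *yaf9*Δ replicate 3. *HXT7* (2.32 ± 0.66), *GPH1* (2.01 ± 0.52), *HXT4* (1.95 ± 0.50) and *RGI1* (1.76 ± 0.45) were called higher, but not without *ioc3*Δ *yaf9*Δ replicate 1 or 2 or *ioc3*Δ*cHLB yaf9*Δ replicate 2 or 3 (adjusted p 0.107 to 0.234), and *RGI1* not in a fit of only the compared groups (0.112). *HXT7* shares reads with its near-identical copy *HXT6*, and its difference was 3.02 without *ioc3*Δ*cHLB yaf9*Δ replicate 1. The count of called genes was 31 and 170 without *ioc3*Δ *yaf9*Δ replicates 1 and 2, and 647, 36 and 56 without *ioc3*Δ*cHLB yaf9*Δ replicates 1, 2 and 3.

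The double mutants were also measured against the wild type that carries *YAF9*. In *ioc3*Δ *yaf9*Δ, *RSB1* (3.56 ± 0.32), *PDR5* (2.81 ± 0.18), *INA1* (2.55 ± 0.39), *OSI1* (2.54 ± 0.32) and *CIS1* (2.51 ± 0.29) were among 344 genes that rose. *ARO10* (−2.82 ± 0.26), *MET6* (−2.80 ± 0.28), *BSC1* (−2.70 ± 1.07), *LEU1* (−2.63 ± 0.21) and *OAC1* (−2.46 ± 0.22) were among 369 that fell. *BSC1* lost its call without wild-type replicate 1 or 3 or double-mutant replicate 1 or 2 (adjusted p 0.162 to 0.306), and stood at −1.94 without the last. It lost it with median-of-ratios scaling (0.1), a pseudocount of 0.25 (0.102), DESeq2 (0.111) and edgeR (0.116) as well. In *ioc3*Δ*cHLB yaf9*Δ, 237 genes rose, among them *FLO11* (2.38 ± 0.38), *CAR2* (2.29 ± 0.31), *INA1* (2.01 ± 0.39), *PUL3* (1.84 ± 0.20) and *DPI8* (1.73 ± 0.44). A further 276 fell, among them *PHO84* (−2.82 ± 0.46), *LEU1* (−2.64 ± 0.21), *OAC1* (−2.52 ± 0.22), *RGS2* (−2.07 ± 0.35) and *NCA3* (−2.06 ± 0.47, or −2.72 without double-mutant replicate 1). *MET16* was lower in both (−0.77 ± 0.14 and −0.65 ± 0.14, adjusted p = 0.00134 and 0.00564), that is, wild type had 1.76 and 1.61 times the mean CPM of each mutant. In the truncation double mutant it fell just under 1.5-fold without wild-type replicate 3 (−0.57) or double-mutant replicate 2 (−0.58), or with a pseudocount of 5 (−0.54). *HSP12* (−0.62 ± 1.70 and −1.54 ± 1.70) and *HSP26* (−0.20 ± 0.91 and −0.26 ± 0.91) were not called against wild type, at adjusted p of 0.576 to 0.914, except *HSP12* in the second with array weights (0.0232). *IMD2* was not called in either double mutant (−0.35 ± 0.37 and 0.69 ± 0.37, adjusted p = 0.575 and 0.225), though it was in the second without double-mutant replicate 1 (1.13, 0.0291) and with DESeq2 (0.084), a surrogate variable (0.0457) or array weights (0.000609).

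The interaction tested whether the effect of an *IOC3* allele differs between *YAF9* and *yaf9*Δ cells. For the deletion, *LEU1* (2.73 ± 0.30, adjusted p = 0.000252), *OAC1* (2.35 ± 0.31) and *BAT1* (1.83 ± 0.26) had positive terms, since they fell on loss of Ioc3 in *YAF9* cells but were at −0.12 ± 0.21, −0.52 ± 0.22 and −0.31 ± 0.18 for the same loss in *yaf9*Δ, none of them called. Glutamate dehydrogenase *GDH1* (1.81 ± 0.44) and malic enzyme *MAE1* (1.42 ± 0.33) had positive terms as well. *FIT2* (−3.71 ± 0.40, adjusted p = 0.000252), *GAD1* (−2.71 ± 0.51), *CTT1* (−2.68 ± 0.51), *EGO4* (−3.06 ± 0.84) and *TDH1* (−2.70 ± 0.75) had negative terms. Those of *EGO4* and *TDH1* lost their calls without *ioc3*Δ replicate 3, *yaf9*Δ replicate 1 or *ioc3*Δ *yaf9*Δ replicate 1 or 2 (adjusted p 0.106 to 0.132), and that of *EGO4* was −2.42 without the first and −3.70 without *ioc3*Δ *yaf9*Δ replicate 3. *URA3* (0.75 ± 0.20, adjusted p = 0.0418) lost its call without *ioc3*Δ replicate 3 (0.124), *yaf9*Δ replicate 1 (0.119) or *ioc3*Δ *yaf9*Δ replicate 1 (0.131). Limma called 543 genes, 189 positive and 354 negative. The count was 336 without wild-type replicate 3, 181 without *ioc3*Δ 3, 206 and 295 without *yaf9*Δ 1 and 3, and 187, 297 and 859 without *ioc3*Δ *yaf9*Δ 1, 2 and 3. For the truncation, limma called 7 genes, 6 of them negative, and 361 had an unadjusted p under 0.05, while edgeR called 0 genes and DESeq2 30. By rule these were *FIT2* (−2.30 ± 0.40), the aldehyde dehydrogenase *ALD3* (−1.61 ± 0.29), the ATP synthase gene *ATP17* (−0.73 ± 0.14) and the glucosidase gene *IMA5* (0.83 ± 0.16), at adjusted p of 0.078 to 0.0797. Leaving out 1 library other than wild-type 2, *ioc3*Δ*cHLB yaf9*Δ 1 or *yaf9*Δ 2 ended each of these 4 calls (adjusted p 0.103 to 0.298), as did *yaf9*Δ 2 for *IMA5* and *ATP17* (0.138 and 0.239) and *ioc3*Δ*cHLB yaf9*Δ 1 for *ATP17* (0.112). With the replicate block all 4 lost their calls (0.127 to 0.178). The other 3, named after their values were seen, were *DAN1* (−3.00 ± 0.56), *TKL2* (−2.11 ± 0.41) and YNL034W (−1.30 ± 0.24). The count was 23 without wild-type replicate 2, 2 without *yaf9*Δ replicate 2, and 0 by limma without wild-type 1 or 3, any *ioc3*Δ*cHLB* library, *yaf9*Δ 1 or 3, or *ioc3*Δ*cHLB yaf9*Δ 2 or 3. ATP synthase genes had a median interaction term of −0.67, with 1 of 16 called and 10 over the list alone (adjusted p = 1.72e-22, 0.0497 with an estimated correlation), the one list of 10 also called that way.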

Values the study reported

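The study reported 764 genes misregulated in *ioc3*Δ and a minor difference in *ioc3*Δ*cHLB*. Thresholds were a 1.5-fold change and a false discovery rate under 10%. In the double mutants *HSP12* was reported 35 to 59 times lower and *HSP26* 14 to 22 times lower than in wild type. *MET16* was reported 1.7 to 1.8 times higher in wild type than in the double mutants, and no significant change of *IMD2* was reported for the truncation in *yaf9*Δ cells. Gene groups reported as lower in the double mutants were nucleotide synthesis, metabolism and respiration. Transposition genes were reported higher in *ioc3*Δ*cHLB yaf9*Δ, and translation and biosynthesis genes in *ioc3*Δ *yaf9*Δ.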

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

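Tests of the low mitochondrial ribosome level of wild-type replicate 2, of a second mutation, of a general fall of amino acid genes and of additive effects, and the lists of Leu3 targets and drug resistance genes, were chosen after the results were seen. The genes in this paragraph were picked out by a test of the difference between the *YAF9* and *yaf9*Δ backgrounds, the interaction, and the patterns below after their values were seen. For deletion of *IOC3* it called 543 genes. Of 100 splits of the 12 libraries, 2 gave as many, the real split included, and the highest other gave 557. Those splits did not keep libraries of equal number apart, and of 32 that did, 3 gave as many, the real one included. The other 2 gave 1316, from exchanging the strains in 1 background, which adds the 2 deletion effects instead of subtracting them, and 624, so chance cannot be excluded for this count where the pairs are kept. Without 1 library the count ran from 181 to 859. Positive terms were found for *LEU1* (2.73), *OAC1* (2.35), *BAT1* (1.83), *GDH1* (1.81), *MAE1* (1.42) and *URA3* (0.75). Negative terms were found for *FIT2* (−3.71), *EGO4* (−3.06), *GAD1* (−2.71), *TDH1* (−2.70) and *CTT1* (−2.68). For truncation of the HLB domain the test called 7 genes, with *IMA5* at 0.83, *FIT2* at −2.30, *ALD3* at −1.61 and *ATP17* at −0.73. Here 10 of 100 splits gave as many genes and the highest other gave 444, so chance cannot be excluded. The split behind that count was not examined. The splits could include an exchange of the strains in 1 background, which adds the 2 truncation effects. The count therefore need not reflect a structure of the samples.

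Genes of leucine and branched-chain synthesis that the activator Leu3 controls were low in *ioc3*Δ, where all 10 were called lower (median −1.09), and in *yaf9*Δ, where 6 were (median −0.93). In *ioc3*Δ*cHLB*, 0 were called by limma (median 0.01). A general fall of amino acid genes would move the other members of that list alike. Their median in *ioc3*Δ was −0.23, with an SD of 0.50 over genes, not cultures, beside −1.09 for the Leu3 targets. As a set, the other genes thus fell less than the Leu3 targets. The targets were grouped after the results were seen, so part of this difference was built in. The comparison therefore cannot exclude a general fall. Separate additive effects of the 2 deletions would leave no interaction. *LEU4*, *ILV2*, *ILV3* and *ILV5* had interaction terms from 0.32 to 1.30, of which 2 were called. Their mean was 0.78 with a standard error of 0.20 over libraries, which argues against purely additive effects for these 4. This test was chosen after the results were seen, so it is no independent evidence. A Leu3-specific on or off state may explain the pattern and stays open, since these 4 had a median of −1.09 in *ioc3*Δ but −0.42 in *yaf9*Δ, short of the −0.58 set beforehand.

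Of 72 mitochondrial ribosome genes, 64 were called higher in *ioc3*Δ (19 without wild-type replicate 2) and 19 in *ioc3*Δ *yaf9*Δ against *yaf9*Δ (8 without double-mutant replicate 3), with no call of the list at an estimated correlation (0.303 and 0.548). Of 14 genes of the pleiotropic drug resistance (PDR) network, 8 were called higher in *ioc3*Δ, and 6 higher and 1 lower in *ioc3*Δ *yaf9*Δ against *yaf9*Δ. The low mitochondrial ribosome level of wild-type replicate 2 does not account for all of the rise of mitochondrial ribosome genes in *ioc3*Δ. Without that library their median was 0.48, with an SD of 0.17 over genes. By library, mean centred log2 levels were 0.391 to 0.551 in *ioc3*Δ, against −0.045 and 0.022 in wild-type 1 and 3. Retrograde signalling from impaired mitochondria may contribute and stays open. Its targets *CIT2* and *DLD3* had a mean change of 0.51 in *ioc3*Δ, with a standard error of 0.37 over libraries, and neither was called. In *ioc3*Δ *yaf9*Δ against *yaf9*Δ their changes were −0.022 and 0.799, again not called. In *ioc3*Δ*cHLB yaf9*Δ against *yaf9*Δ they were 0.522 and 0.997, not called either. There the pattern was absent: mitochondrial ribosome genes had a median of −0.25, and 0 of 14 PDR genes were called. A list of 8 retrograde genes, chosen after the results were seen, had 3 higher and 0 lower in *ioc3*Δ. In *ioc3*Δ *yaf9*Δ against *yaf9*Δ it had 0 higher and 1 lower. A second mutation carried by both strains cannot be told apart from loss of Ioc3, because the design ties them together (the smaller *PDR5* change was 2.31).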

How the results depend on the processing

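The surrogate variable and the fit without 2 libraries of low mitochondrial ribosome expression (wild-type 2 and *ioc3*Δ*cHLB* 3) were chosen after seeing the data. Besides leaving out libraries, 2842 values of named genes kept their side of the threshold, in the same direction where called, 34 gained a call and 54 lost one. For lists the numbers were 1283, 39 and 107, with 2 reversed, and of the counts 126 stayed within 1.5 times and 26 did not. Leaving out 1 library kept 1690 gene values, gained 10 and lost 172. The replicate block left the 60 results followed for *ioc3*Δ against wild type unchanged and called 700 genes, 694 of them among the 703. For the deletion interaction it called 549, with 526 of the 543. Unless stated, the cause was not tested. Weakly expressed genes are limited by depth, as 1 read was worth up to 0.2011 CPM.

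Counts moved by over 1.5 times as follows. For *ioc3*Δ*cHLB* against wild type (20), DESeq2 gave 45, a fit of only the compared groups 2 and the surrogate variable 50. A pseudocount of 5 gave 271 for *yaf9*Δ against wild type and 328 for *ioc3*Δ*cHLB yaf9*Δ against wild type. Array weights gave 590 for *ioc3*Δ*cHLB yaf9*Δ against *yaf9*Δ, 833 against wild type, 802 against *ioc3*Δ *yaf9*Δ and 1195 for the deletion interaction. An adjusted p under 0.05, stricter by construction, gave 300 for that interaction and 126 for the double mutants compared, where only the compared groups gave 163. The truncation interaction (7) was 2 with a pseudocount of 5, 221 with array weights, 13 with only the compared groups, 30 with DESeq2, 30 with the surrogate variable and 20 without the 2 libraries. It was 0 with the replicate block, 0 at an adjusted p under 0.05 and 0 with edgeR, where limma had 361 genes at an unadjusted p under 0.05. The overlap of 19 was 10 with a pseudocount of 5, 41 with DESeq2, 2 with only the compared groups and 47 with the surrogate variable, and that of 178 was 278 with array weights.

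Without 1 library, counts ran from 591 to 745 for *ioc3*Δ, 8 to 74 for *ioc3*Δ*cHLB* and 267 to 526 for *yaf9*Δ against wild type. They ran from 320 to 700 and 144 to 462 for the deletion and truncation in *yaf9*Δ, and 583 to 780 and 418 to 707 for the same double mutants against wild type. The interactions ran from 181 to 859 and 0 to 23, the direct comparisons from 444 to 636 and 31 to 647, and the overlaps from 8 to 37 and 98 to 199. Reversed lists, for which camera gave the other direction with a call in at least 1 of the fits, were all for *ioc3*Δ*cHLB* against wild type. Their medians follow. Without the 2 libraries, the median of glycolysis was −0.223 and that of amino acid synthesis 0.087. Without 1 library, medians ran from −0.138 to 0.206 for the respiratory chain, −0.072 to 0.1 for the cytosolic ribosome, −0.161 to 0.049 for ribosome biogenesis and −0.137 to 0.164 for amino acid synthesis.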

Other observations

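The tests of mating type and marker transcripts below were chosen after the results were seen. Beyond the single genes of the deletion interaction, gene groups had terms of their own. Ribosome biogenesis had 24 of 55 members with positive terms and 27 over the list alone, led by *GAR1* (0.89 ± 0.19) and *SDA1* (0.87 ± 0.22), at a camera adjusted p of 3.65e-22, or 0.322 with an estimated correlation. Cytosolic ribosome genes had 16 of 137 with positive terms and 18 over the list alone, *RPS7B* (0.82 ± 0.15) among them (2.53e-27, 0.363 with an estimated correlation). Msn2/4 stress genes had 20 of 36 with negative terms and 24 over the list alone, such as *GAD1* (−2.71 ± 0.51) and *MSC1* (−2.56 ± 0.43), at 6.36e-13, or 0.231 with an estimated correlation. Iron genes had 12 of 20 with negative terms and 17 over the list alone, including *TIS11* (−2.48 ± 0.57), at 4.18e-11, or 0.231 with an estimated correlation. Phosphate genes had 9 of 15 with negative terms by either count, including *SPL2* (−2.30 ± 0.43) and *PHO5* (−2.00 ± 0.41), at 1.28e-07, or 0.231 with an estimated correlation.

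In *ioc3*Δ*cHLB yaf9*Δ against *yaf9*Δ, Hsf1 chaperones moved both ways. *HSP78*, a mitochondrial chaperone (1.17 ± 0.30), and *SSA2* (0.93 ± 0.26) were among 4 of 22 called higher, while *SSA4* (−0.66 ± 0.15) and *HSP26* were lower, and over the list alone 9 were higher and 2 lower (adjusted p = 0.00138, 0.414 with an estimated correlation). Without double-mutant replicate 1, 7 were called higher. Next to the deleted genes, *CMK1*, beside *IOC3*, was at 0.61 ± 0.15 in *ioc3*Δ (adjusted p = 0.01) and 0.31 ± 0.15 for the same deletion in *yaf9*Δ, where it was not called (0.167). YNL108C, beside *YAF9*, was at −1.32 ± 0.17 in *ioc3*Δ *yaf9*Δ against *yaf9*Δ (adjusted p = 0.000114) and 0.06 ± 0.17 in *yaf9*Δ against wild type (0.877), but 0.04 ± 0.17 in *ioc3*Δ*cHLB yaf9*Δ against *yaf9*Δ (0.925). On the other side, *DCV1*, near *IOC3*, was not called in *ioc3*Δ (−0.24 ± 0.19, 0.423), nor was *INP52*, beside *YAF9*, in *yaf9*Δ (−0.20 ± 0.15, 0.42). These neighbours were chosen for their position, outside the naming rule.

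Against wild type, *HSP12* was 1.53-fold lower in *ioc3*Δ *yaf9*Δ and 2.90-fold lower in *ioc3*Δ*cHLB yaf9*Δ, neither of them called. These folds are lower than the values quoted from the study above. Without 1 library, the log2 fold changes ran from −2.50 to 0.52 and from −3.42 to −0.49, and the first was above 0 without wild-type replicate 1 or 3 or double-mutant replicate 2. These folds come from means of log2(CPM + 1), and as ratios of mean CPM, the measure used for *MET16*, they were 1.65 and 5.38. For *HSP26* the folds were 1.15 and 1.20, and neither was called. These too are lower than the quoted values. As ratios of mean CPM, *HSP26* was 1.53-fold higher in the first double mutant and 1.13-fold lower in the second. Without 1 library, its log2 fold changes ran from −1.29 to 0.37 and from −0.74 to 0.02, above 0 without replicate 1 or 2 of the first double mutant or replicate 2 of the second. Against *yaf9*Δ, the folds were 17.2 and 32.6 for *HSP12* and 8.38 and 8.72 for *HSP26*, or 7.47 and 24.3, and 5.02 and 8.67, as ratios of mean CPM. Without 1 library, those log2 fold changes ran from −5.40 to −2.97 and from −5.81 to −4.61 for *HSP12*, and from −4.15 to −2.49 and from −3.61 to −2.85 for *HSP26*. The fold moved by over 1.5 times for *HSP12* without replicate 2 (−2.97) or 3 (−5.40) of the first double mutant or replicate 1 of the second (−5.81), and for *HSP26* without replicate 3 of the first (−4.15). The study gave wild type as the reference for the quoted values. The labels, however, title the *yaf9*Δ libraries as WT ISW1a with Yaf9 deleted, so which strain was meant is uncertain. Folds against *yaf9*Δ were nearer to the quoted values than those against wild type, though still below them. Why the folds were lower here was not tested.

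All libraries are labelled as BY4742, an alpha strain with deletions of *LYS2*, *LEU2* and *URA3*, yet they held transcripts of a-specific and marker genes. *STE2*, the alpha-factor receptor of a cells, ran from 670 to 1050 CPM, and *LYS2* from 156 to 228 CPM, *LEU2* from 42.8 to 205 CPM and *URA3* from 113 to 209 CPM. A mixture with a large share of BY4742 cells is argued against by *MF(ALPHA)1*, the alpha-factor gene, which reached 4.2 CPM at most, although another alpha-specific gene, *SAG1*, ran from 24.9 to 48.3 CPM. A MATa strain that keeps these markers in all libraries stays open, since the 18 of 18 libraries with all 3 markers above the limit of 3 reads and *STE2* above *STE3* are the observation that raised it, not a test of it. No biological difference between the groups was tested for this pattern.

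Libraries of wild type and *ioc3*Δ*cHLB* resembled each other across strains. Correlations of their deviations from the strain means were 0.477 for wild-type 1 with *ioc3*Δ*cHLB* 2, 0.624 for wild-type 2 with *ioc3*Δ*cHLB* 3 and 0.498 for wild-type 3 with *ioc3*Δ*cHLB* 1, while libraries of equal number had −0.125, −0.472 and −0.636. The replicate block follows equal numbers and leaves this likeness in place, so the 20 genes called for *ioc3*Δ*cHLB* against wild type and the 19 shared with *ioc3*Δ may be affected by it. These counts were 50 and 47 with a surrogate variable, and 18 and 14 without wild-type 2 and *ioc3*Δ*cHLB* 3. Mean centred log2 levels of mitochondrial ribosome genes were −1.002 in wild-type 2 and −1.013 in *ioc3*Δ*cHLB* 3, against −0.49 to 0.02 in the other 4 libraries of these strains. Of 10 splits of these 6 libraries, 3 called at least the 20 genes of the real split. The highest other, with wild-type 2 beside *ioc3*Δ*cHLB* 2 and 3, called 180, which points to a structure of the samples, and 10 splits are too few for a share under 0.05. Replicate 1 of *ioc3*Δ*cHLB yaf9*Δ, with an array weight of 0.17, was also closer to a library of another strain, *ioc3*Δ *yaf9*Δ 3 (Spearman 0.9842), than to its own (0.9708), which bears on all comparisons of that strain. The splits were too few in the other comparisons of 3 with 3 libraries as well, where 1 of 10 splits, the real one, called as many. Every other split also puts libraries of both strains in each part. A difference between the strains then widens the spread within the parts and lowers the count, so a low count there is no separate support. Real and highest other counts were 703 and 0 for *ioc3*Δ, 435 and 0 for *yaf9*Δ, 713 and 0 for *ioc3*Δ *yaf9*Δ and 513 and 332 for *ioc3*Δ*cHLB yaf9*Δ, each against wild type. They were 561 and 0 for the deletion and 268 and 1 for the truncation in *yaf9*Δ. For truncation against deletion they were 578 and 0 with *YAF9* and 278 and 263 in *yaf9*Δ.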
